A study of Mus musculus with 136 samples. Its data were reported in "Symmetric inheritance of parental histones governs epigenome maintenance and embryonic stem cell identity" (2023).

How the data were processed

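Chromatin immunoprecipitation followed by sequencing (ChIP-seq) was carried out in mouse embryonic stem cells (line E14JU, grown with serum and leukaemia inhibitory factor). MCM2-2A cells carry mutations in the histone-binding domain of MCM2, the helicase subunit that passes parental histones to new DNA strands. The series held 136 samples, and 26 of them lay behind the 10 deposited peak lists used here. SUZ12, a core subunit of Polycomb repressive complex 2 (PRC2), was profiled in crosslinked, sonicated chromatin of WT clone 410 and MCM2-2A clones 439 and 442. Its lists combined 3 replicates per clone. Histone marks were profiled by native ChIP on MNase-digested chromatin. Both the SUZ12 and the histone mark experiments had a Drosophila spike-in. Lists of WT clone 410 were used for H3K27me3, H3K4me3, H3K27ac and H3K9me3 of the original experiment, each from 2 replicates. Further WT lists for H3K27me3, H3K4me3 and H3K9me3 came from the rescue experiment, each from 3 replicates. The other cell lines and the mark lists of the mutant clones were not analysed here.

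The submitters' processing notes name cutadapt 2.5, BWA 0.7.15, Picard 2.20.7, MACS2 2.1.0 and the mm10 genome, without giving each tool its role. Settings of the peak caller are not given in the sources used here. Peaks of SUZ12, H3K4me3 and H3K27ac were deposited by the authors with a fold enrichment over local background (a ratio), used as it stood, and a score. The authors also deposited the -log10 p and -log10 q of each peak as written by their peak caller, of which the q-value alone was used, as an alternative measure of strength. The SUZ12 lists had been filtered by irreproducible discovery rate, and their lowest deposited score was 540 in each. Regions of H3K27me3 and H3K9me3 were deposited with 4 unnamed strength values (a score of unknown scale), and the caller is not given in the sources used here. The last of these values was used only to rank regions within a list. Starts of these broad regions counted from 1 and starts of the other lists from 0, as checked on the length column, and all positions printed count from 1. Read depth was unknown, since the lists hold no counts. The replicates had been combined by the authors, so no spread between replicates could be computed. Wilson intervals at 95% are given for shares and cover counting error only.

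The 3 SUZ12 lists were merged into sites wherever peaks overlapped by at least 1 bp, and each site was assigned to the lists that held a peak in it. Common sites were those in all 3 lists, mutant-shared sites were in both MCM2-2A lists and not in the WT list, and WT-only sites were in the WT list alone. Overlap between lists was set against 1000 circular shifts of one list within the span of each chromosome, 0.001 being the smallest p they can give. WT SUZ12 peaks were ranked by fold enrichment and divided into 4 strength groups of about equal size. The mean rank fraction (0 weakest, 1 strongest) of peaks found in both mutant lists was set against that of peaks found in neither by a permutation test with 100000 resamples, for which 1e-05 is the smallest p. Shares of sites with a WT mark were compared by Fisher's exact test, adjusted by Benjamini-Hochberg over 8 tests. All tests were two-sided, an adjusted p under 0.05 was the threshold, and odds ratios had a small constant added to each cell of the table.

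Genes came from the RefSeq annotation of the same build (21887 protein-coding genes). It carried no strand, so transcription start sites could not be placed, and a gene was assigned the peaks within 2500 bp of either of its ends in place of the planned window at the start site. A window at a gene's far end can hold a neighbour's promoter. Genes were called bivalent when H3K4me3 and H3K27me3 both lay in the window of the same end. There were 19 gene lists, covering Hox clusters, neural, mesoderm and endoderm regulators, trophoblast, pluripotency, lineage priming, 2-cell-like, germline, imprinted and fibroblast genes, secreted ligands, PRC2 and PRC1 subunits, and 6 gene families matched by symbol. Of 2458 listed genes, 2449 were found. Fisher's exact tests of the lists were adjusted over 38 tests for SUZ12 (list and direction) and over 19 tests for bivalency. They treat genes as independent, but neighbouring genes can share a peak, a region or a gene end. Genes tested for SUZ12 were compared with all other genes that had SUZ12 in any of the 3 lists.

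Genes were named by a rule. It took the 10 genes with the highest WT fold enrichment in all 3 lists, the 10 with the highest mean rank fraction in both mutant lists but not WT, the 10 with the highest WT fold enrichment in WT alone, up to 4 members of each list by strength, and the 5 widest H3K27me3 and H3K9me3 regions. Some genes that the rule names are not reported here. The comparisons, gene lists, naming rule and most alternatives were chosen before the data were examined. The alternatives were a reciprocal overlap of 50%, an equal number of strongest peaks per list (5038, which is 80% of the shortest list), autosomes only, merging within 1000 bp, each mutant clone alone, peak width or q-value as strength, the stronger 50% of a list, stratification over 5 groups of site width, rescue lists in place of original lists, and windows of 1000 and 5000 bp. Gene bodies with 2500 bp on both sides, and circular shifts with empty 100 kb bins taken out, were added after the data were seen. Alternatives used 200 shifts.

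Each step was tested on simulated data. Of 200 unrelated simulated pairs of lists, 11 had p under 0.05 by circular shifts, with a mean ratio of shared to shifted bases of 1.01. With a stretch empty in both lists it was 15 of 200, with a mean ratio of 1.06. With both an empty stretch and starts on one coarse shared grid, which H3K27me3 and H3K4me3 do not share, it was 45 of 200, with a mean ratio of 1.19. All 20 pairs with planted overlap were called. For gene lists, 89.3% of planted and 0.625% of unchanged lists were called. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used.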

Results

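ChIP-seq peak lists were available for SUZ12 in 1 WT clone (410) and 2 MCM2-2A clones (439 and 442), each combining 3 replicates. For WT clone 410 there were also lists for H3K27me3, H3K4me3, H3K27ac and H3K9me3 from an original experiment (2 replicates each), and for H3K27me3, H3K4me3 and H3K9me3 from a rescue experiment (3 replicates each). No list gave values per replicate or a read depth, so every value below is a single one per list, and intervals are 95% Wilson intervals for counting error. Among the lists used here, those of SUZ12 came from both genotypes and those of the histone marks from WT, so 1 genotype comparison was made. Peak strength is the authors' fold enrichment over local background, used to describe and rank peaks within a list.

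The SUZ12 lists address whether PRC2 keeps its sites when parental histones segregate unevenly between daughter strands. The 10 WT peaks of highest fold enrichment were found in all 3 clones. The highest WT fold enrichment, 166, was at the homeobox gene Nkx1-1 on chromosome 5 (33428338 to 33438594). It was followed by Uncx (148), a homeobox regulator of the vertebral column, and Skor1 (147), a transcriptional corepressor of the nervous system. Neurod2 (144), a neuronal differentiation factor, and Gata6 (143), which directs primitive endoderm, came next. The remaining members of the top 10 were the kidney stroma regulator Foxd1 (141), the pharyngeal regulator Tbx1 (133), the thyroid regulator Foxe1 (131), the motor neuron and oligodendrocyte factor Olig2 (130) and Evx2 (127), which borders the HoxD cluster.

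The WT list held 6298 peaks over 18.3 Mb, clone 439 held 7571 over 21.5 Mb and clone 442 held 7840 over 22.7 Mb. The mutant lists were thus 1.20 and 1.24 times as long as the WT list. Median peak width was 2187 bp in WT, 2154 bp in clone 439 and 2201 bp in clone 442, and median fold enrichment was 13.4, 12.4 and 11.1. Of WT peaks, 92.5% [91.8 to 93.1] overlapped a peak of clone 439 and 93.4% [92.7 to 94.0] a peak of clone 442. In the other direction, 75.6% of clone 439 peaks and 73.5% of clone 442 peaks overlapped a WT peak. The mutant lists shared 86.7% of clone 439 peaks and 83.4% of clone 442 peaks. Circular shifts gave 1.40 to 1.75% in these comparisons (permutation p = 0.001 for each, the smallest possible).

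Merging gave 8773 SUZ12 sites, of which 5366 (61.2% [60.1 to 62.2]) were common to the 3 clones. Both mutant lists and not the WT list held 944 sites (10.8% [10.1 to 11.4]). WT-only sites numbered 213 (2.43% [2.13 to 2.77]), with 1058 sites in clone 442 alone and 809 in clone 439 alone. WT shared 209 sites with clone 442 alone and 174 with clone 439 alone. Median site width was 3127 bp for common sites, 1662 bp for mutant-shared sites and 740 bp for WT-only sites. With 5038 peaks taken from each list, the mutant-shared sites numbered 238 and the WT-only sites 250, beside 231 sites missing from clone 442 alone and 162 missing from clone 439 alone. With a reciprocal overlap of 50% the mutant-shared sites numbered 1056 and the WT-only sites 587, and with merging within 1000 bp the WT-only sites numbered 135. Any of the 3 lists can be singled out, so an exact test of genotype cannot give p under 0.333.

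**Figure D1:**
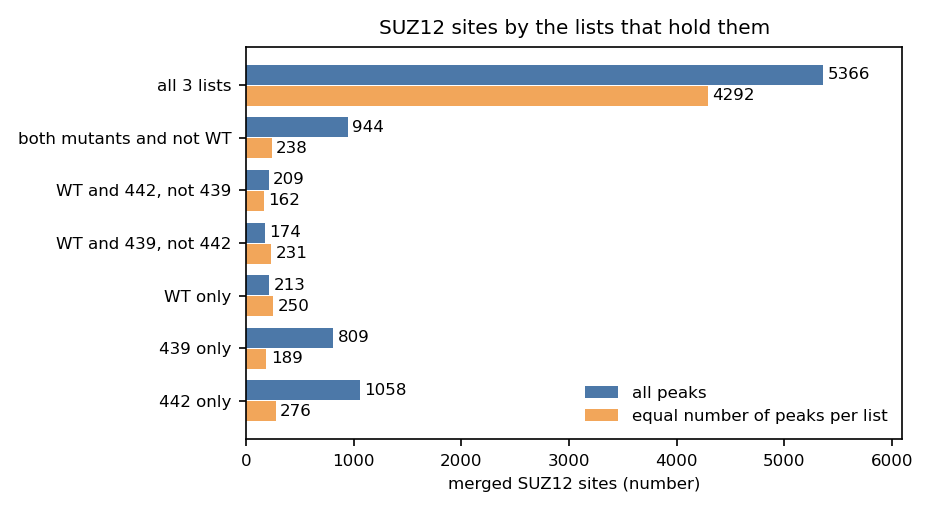
Bars give the number of SUZ12 sites by the lists that hold them, with all peaks and with 5038 peaks per list. Common sites numbered 5366, and the 944 mutant-shared sites became 238 with equal numbers of peaks.

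Among genes with SUZ12 near an end in both mutant lists and not in WT, Foxl1, a forkhead regulator of the gut mesenchyme, ranked highest (rank 87 in clone 439 and 194 in clone 442). Next were Nrp2, a semaphorin and VEGF receptor (275 and 292), the PRC1 subunit gene Cbx8 (149 and 509), Pax7, a neural crest and muscle stem cell regulator (83 and 664), and Hoxd4 (574 and 714). The list continued with Gas2l1, Nrn1, which encodes neuritin, Trmt1, a tRNA methyltransferase gene, Git1, and the Wnt pathway inhibitor Axin2. The nearest WT peak lay 538299 bp from the Nrp2 peak of clone 439, and 573401 bp from that of Nrn1. The peaks near Foxl1 (in clone 442), Gas2l1, Trmt1, Git1 and Axin2 overlapped a WT peak that ended outside the gene's window.

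At Hoxd4 the difference was a stretch within the HoxD cluster of body-axis genes on chromosome 2. Both mutant lists had a peak of 20.4 kb over Hoxd4 and part of Hoxd3, from 74720857 to 74741235 in clone 439 and from 74720877 to 74741230 in clone 442. The WT list had peaks on either side, ending at 74715358 and starting at 74741325. Absence from the WT list does not show absence of SUZ12, because the lists were filtered for reproducibility and hold no signal outside peaks. WT H3K27me3 of the original experiment covered the whole cluster in 1 region, from 74626120 to 74789860.

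**Figure D2:**
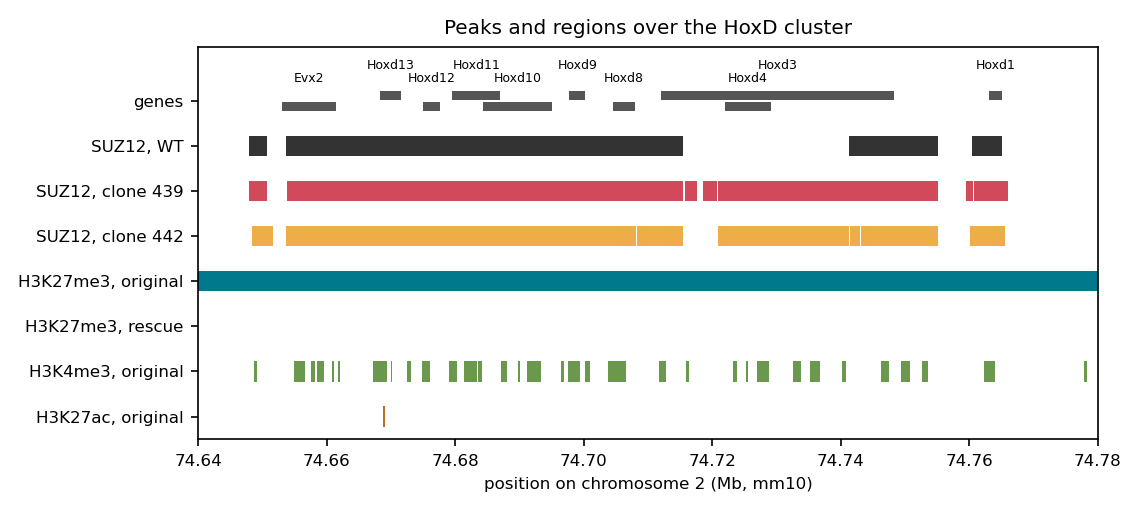
Map of the HoxD cluster on chromosome 2, with position on the horizontal axis and 1 track per list, in which bars are peaks or genes. The peak of 20.4 kb over Hoxd4 is in both mutant SUZ12 lists and not in the WT list, inside the WT H3K27me3 region of the original experiment.

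WT-only genes were led by Lpin3, a phosphatidate phosphatase gene at WT rank 205, and the photoreceptor gene Guca1a at rank 2232. The autophagy regulator Ambra1 (2968), Ccdc92b (3599) and Shisal2a (3635) followed, and at each of these 5 genes the WT peak overlapped a mutant peak that stayed outside the gene's window. St14, a membrane serine protease gene (4520), Ctsc, which encodes a lysosomal cathepsin (4864), Plxdc1 (4889), Ildr1 (5153) and the X-linked homeobox gene Rhox9 (5211) were the others. In all, the strongest peak overlapped a peak of the other genotype at 26 of 640 mutant-shared genes and 6 of 50 WT-only genes.

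Of 6020 genes with SUZ12 near an end in any clone, 4244 had it in all 3. WT cells had SUZ12 at 4507 genes, 20.6% of all protein-coding genes. SUZ12 lay at 38 of 39 Hox genes in WT, led by genes under the same peak (127), among them Hoxd10 to Hoxd13. It lay at 43 of 44 neural regulators, with fold enrichments of 124 at Emx1, 120 at Nr2f1 and 117 at Zic1. It lay at 33 of 38 mesoderm regulators, including Foxc2 (122) and Six2 (119), and at 20 of 27 endoderm regulators, including Nkx2-3 (124) and Foxa2 (113). Ligands of the Wnt, Fgf, Bmp and Hedgehog families had SUZ12 at 48 of 60 genes, with 116 at Bmp6, 106 at Ihh and 97.2 at Shh. Trophoblast genes had it at 13 of 18, led by the trophectoderm regulator Cdx2 (101.5), and clustered protocadherins, which give neurons their surface identity, at 51 of 57.

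Lineage priming genes had SUZ12 at 19 of 27, including the neural POU factor gene Pou3f1 (74.5). Imprinted genes had it at 16 of 28, led by the growth factor gene Igf2 (107). PRC2 and PRC1 subunits had it at 8 of 33, including Bmi1 (73.8), germline genes at 9 of 30, led by Tdrd6 (69.0), and fibroblast genes at 8 of 20, led by Twist2 (69.2). Pluripotency genes had SUZ12 at 3 of 26, which were Tbx3, Prdm14 and Klf4. The 2-cell-like genes, expressed at zygotic genome activation, had it at 3 of 26. Among the families, it lay at 47 of 367 Zfp zinc finger genes, 3 of 83 ribosomal protein genes, 3 of 67 histone genes, 3 of 1106 olfactory receptors and 1 of 353 vomeronasal receptors.

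Mutant-shared members of the lists were few. They were Hoxd4, Pax7, Tcf15, Foxa3, Dnmt3b, Lefty1, Fkbp6, Cbx8 and Pcgf1, together with 13 Zfp genes and 3 protocadherins (Pcdhga3, Pcdhb15 and Pcdhga2). Membership was counted by gene, so the mutant lists need not share a peak there. At Foxa3, Lefty1 and Pcdhb15 the strongest peaks of the mutant clones did not overlap each other. A mutant peak at Lefty1 also overlapped a WT peak. WT-only members were Fgf14, Pcdha6 and Pcdha8. None of the 38 list tests passed the threshold by Fisher's exact test. The lowest p was for the ligands, with 0 of 52 genes mutant-shared against 640 of 5968 others (exact p = 0.00528, adjusted exact p = 0.201). With 5038 peaks per list, 194 genes were mutant-shared and 130 WT-only.

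Whether strong and weak SUZ12 sites differ in how they are kept was examined by ranking WT peaks. The strongest group, which holds the sites at Nkx1-1, Gata6, Olig2 and the HoxD cluster, had fold enrichments from 29.4 to 166. In this group 1572 of 1574 peaks (99.9%) were found in both mutant lists. In the next groups the shares were 99.4% [98.8 to 99.7] and 96.1% [95.1 to 97.0]. The weakest group, with fold enrichments from 1.63 to 7.28, had 971 of 1575 peaks in both mutant lists (61.7% [59.2 to 64.0]). It includes the peaks near Fgf14, a neuronal ion channel regulator, and near the protocadherins Pcdha6 and Pcdha8.

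Of the 213 WT peaks found in neither mutant list, 206 were in the weakest group and 7 in the group above it. Peaks found in both mutant lists had a mean rank fraction of 0.544 ± 0.271 (SD, n = 5621), against 0.0872 ± 0.0680 (SD, n = 213) for peaks found in neither. The difference was 0.457 (permutation p = 1e-05, the smallest possible). The same ranking applied to the mutant lists gave shares in both other lists of 21.5% and 20.1% for the weakest groups of clones 439 and 442. For their strongest groups the shares were 99.5% and 99.4%. The gradient appeared in every list, and no second WT SUZ12 list was used here. It therefore cannot tell an effect of genotype from weak peaks near a list's cut-off dropping out. Presence in a list also does not measure how much SUZ12 is bound.

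**Figure D3:**
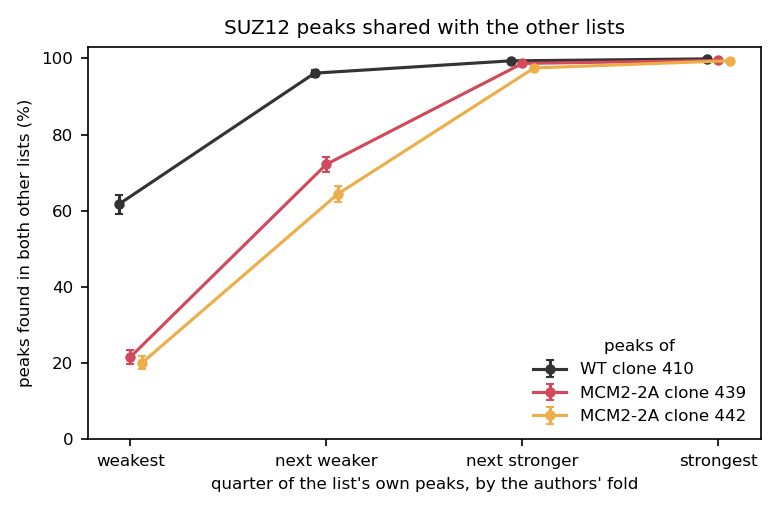
Points give the share (%) of SUZ12 peaks of each clone found in both other lists, by strength group of the clone's own list from weakest to strongest, with whiskers for 95% Wilson intervals. WT values run from 61.7% in the weakest group to 99.9% in the strongest.

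WT chromatin at the SUZ12 sites was compared between patterns to ask what marks the sites that differ. Mutant-shared sites carried WT H3K27ac, a mark of active promoters and enhancers, at 412 of 944 sites (43.6% [40.5 to 46.8]). At common sites it was 1417 of 5366 (26.4% [25.2 to 27.6]). The odds ratio was 2.16 (Fisher's exact test, adjusted p = 6.78e-25). Among the mutant-shared genes named above, Cbx8, Pax7, Gas2l1, Trmt1, Git1 and Axin2 had H3K27ac near an end, and Nrp2, Nrn1, Foxl1 and Hoxd4 did not. These calls were made by gene end and not by SUZ12 site. The peaks near Gas2l1, Trmt1, Git1 and Axin2 overlapped a WT peak in both mutant lists, and a mutant peak near Foxl1 did so too. Their sites were thus also held by the WT list and are not among the 944.

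WT-only sites lacked H3K4me3, the mark of CpG-rich promoters, more often than common sites. It lay at 70.0% of the 213 WT-only sites [63.5 to 75.7] and at 98.7% of the 5366 common sites, an odds ratio of 0.0300 (adjusted exact p = 2.84e-57). Sites held by a single mutant clone had H3K4me3 at 79.5% in clone 439 and 83.3% in clone 442, values that were not tested. H3K27ac lay at 17.8% of WT-only sites (odds ratio 0.611, adjusted exact p = 0.0104), and H3K4me3 at 97.2% of mutant-shared sites (odds ratio 0.448, adjusted exact p = 0.00321). H3K27me3, the mark PRC2 places, covered 60.3% of common, 56.5% of mutant-shared (adjusted exact p = 0.0294) and 51.6% of WT-only sites (adjusted exact p = 0.0199). H3K9me3, the mark of constitutive heterochromatin, lay at 2.22% of common, 1.38% of mutant-shared (adjusted exact p = 0.108) and 5.16% of WT-only sites (adjusted exact p = 0.0219).

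Sites held by clone 442 alone had H3K27ac at 41.8% and sites held by clone 439 alone at 31.6%. The calls for H3K27ac at mutant-shared sites and H3K4me3 at WT-only sites kept their direction and threshold under every alternative tried. The size of the latter did change, from an odds ratio of 0.0300 to 0.105 within groups of site width, 0.0644 with merging within 1000 bp and 0.0486 with equal numbers of peaks. No alternative matched WT-only to common sites for SUZ12 strength. Of the 213 WT peaks found in neither mutant list, 206 were in the weakest strength group, so strength stays open for this contrast. The other called contrasts did not keep their call under every alternative: the odds ratio of H3K27me3 at mutant-shared sites became 1.00 with the rescue list, and that of H3K4me3 there 1.05 within groups of site width.

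**Figure D4:**
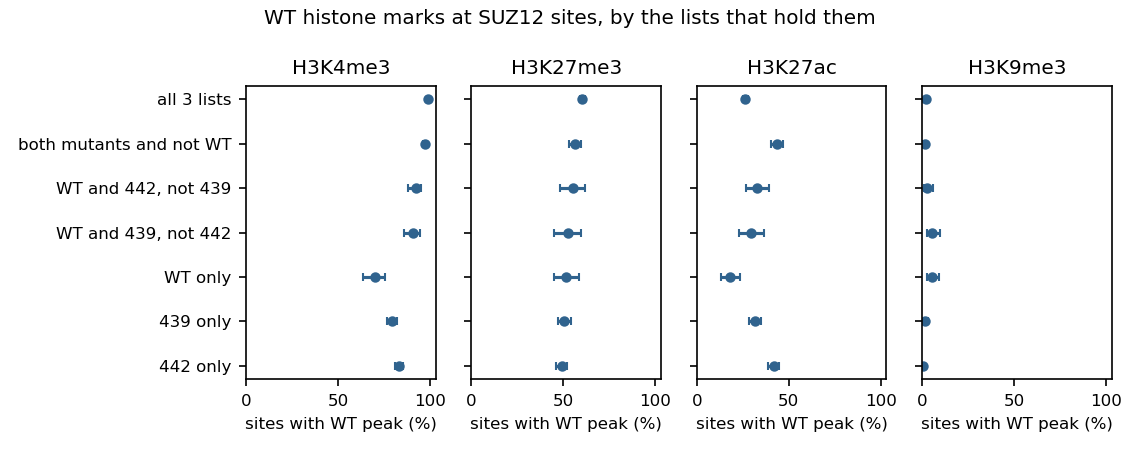
Points give the share (%) of SUZ12 sites that overlap each WT mark of the original experiment, for every combination of the lists that hold the site, with whiskers for 95% Wilson intervals. H3K27ac lay at 43.6% of mutant-shared sites and 26.4% of common sites, and H3K4me3 at 70.0% of WT-only sites.

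The WT lists describe the chromatin against which these sites lie. H3K27me3 of the original experiment covered Hox clusters in very wide regions. Hoxc10 to Hoxc13 lay in a region of 357 kb on chromosome 15 (102793760 to 103150890) with 9 genes in all, and the HoxA cluster in one of 194 kb on chromosome 6 (52140430 to 52334110) with 12 genes. The widest region, 379 kb on chromosome 7 (95535040 to 95913860), covered no gene. A region of 277 kb lay at Pappa, a metalloprotease gene, and one of 175 kb at the imprinted genes Kcnq1 and Cdkn1c. In the rescue list the widest regions were at the glutamate receptor gene Grm7 (605 kb), at Fli1 and Ets1 (419 kb), at Bcl11a (412 kb), at Zfp503 and Lrmda (397 kb), and on chromosome 7 with no gene (396 kb).

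The widest H3K9me3 regions of the original list lay at the secretoglobin gene Scgb1b3 (168 kb), at the prolactin relative Prl2c3 (150 kb) and at the olfactory receptors Olfr834 and Olfr835 (129 kb), with others on chromosome 3 (137 kb) and chromosome 18 (121 kb) that touched no gene. In the rescue list they were a Y-linked region with the histone variant gene H2al2c (419 kb), one on chromosome 1 (415 kb), one on the X (353 kb), one with the oocyte homeobox gene Obox7 (344 kb) and another on the Y with no gene (320 kb).

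H3K27me3 covered 363 Mb in 41869 regions in the original list (13.5% of the chromosome span) and 930 Mb in 63473 regions in the rescue list (34.5%). H3K9me3 covered 199 Mb in 40376 regions (7.40%) and 465 Mb in 104026 regions (17.2%). H3K4me3 covered 102.1 Mb in 97213 peaks (3.79%) and 123 Mb in 110840 peaks, and H3K27ac covered 87.5 Mb in 128247 peaks (3.25%). WT SUZ12 covered 0.680%. Median widths in the original lists were 5.83 kb for H3K27me3, 3.14 kb for H3K9me3, 0.644 kb for H3K4me3 and 0.419 kb for H3K27ac.

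Bivalent chromatin carries H3K4me3 and H3K27me3 together, and the overlap of the WT lists was examined for all 10 pairs of marks. SUZ12 peaks such as those at Olig2 and Cdx2 lay on H3K4me3 in 94.9% of cases, against 11.9% under circular shifts. They lay in H3K27me3 in 59.8% (shifted 18.7%), on H3K27ac in 23.8% (shifted 11%) and in H3K9me3 in 1.89% (shifted 12.1%). Ratios of shared to shifted bases were 14.8 for SUZ12 with H3K4me3, 4.15 with H3K27me3 and 0.0891 with H3K9me3. H3K4me3 with H3K27ac gave 12.4, and H3K27me3 gave 0.233 with H3K27ac and 0.420 with H3K9me3. H3K4me3 with H3K9me3 gave 0.435, H3K27ac with H3K9me3 1.34 and H3K27ac with SUZ12 1.40 (adjusted permutation p = 0.001 for each pair, the smallest possible).

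The whole lists of H3K27me3 and H3K4me3 gave 1.06 (adjusted permutation p = 0.001), and 1.04 with empty stretches of the chromosomes taken out (adjusted permutation p = 0.0498). H3K27me3 regions held H3K4me3 in 22.8% of cases against 20.3% shifted (permutation p = 0.001), and H3K4me3 peaks lay in H3K27me3 in 16.2% against 15.9% shifted (permutation p = 0.304). Unrelated simulated lists with a shared empty stretch gave a mean ratio of 1.06, and 1.01 without one. The ratio was 1.44 in the stronger 50% of each list and 0.693 with the rescue lists, while H3K27ac with SUZ12 gave 0.716 in the stronger 50%.

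Of the 19 gene lists, 8 were bivalent near gene ends more often than other genes in the original lists, and 4 less often. Of 39 Hox genes, 38 were bivalent (odds ratio 79.1, Fisher's exact test, adjusted p = 9.68e-22), a call lost with the rescue lists (odds ratio 1.82, adjusted p = 0.0950). Of 57 clustered protocadherins, 56 were bivalent (odds ratio 116, adjusted exact p = 1.87e-32), and 49 with the rescue lists (odds ratio 9.15, adjusted exact p = 1.96e-12). Genes of a cluster are not independent, so the p-values of the Hox genes and protocadherins overstate the evidence. On chromosome 15, 9 Hox genes lay in the same H3K27me3 region. Protocadherins such as Pcdhga2, Pcdhga3 and Pcdhgb7 share a gene end near 37841870 on chromosome 18. Neural regulators were bivalent in 28 of 44 cases (adjusted exact p = 1.85e-07), among them the forebrain regulator Dlx5, in an H3K27me3 region of 155 kb. Ligands were bivalent in 33 of 60 (adjusted exact p = 1.35e-06), including Wnt7b and Shh. Mesoderm regulators were bivalent in 22 of 38 (adjusted exact p = 2.97e-05).

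Lineage priming genes were bivalent in 14 of 27 cases (adjusted exact p = 0.00490), with Zic2 and Zic5 in a shared H3K27me3 region of 41.6 kb. Imprinted genes were bivalent in 14 of 28 (adjusted exact p = 0.00624), with the growth inhibitor gene Grb10 in a region of 117 kb, a call lost with the rescue lists (adjusted exact p = 0.0791). Germline genes were bivalent in 14 of 30 (adjusted exact p = 0.0148). The share among all other genes was 24.4 to 24.6% for each of these lists.

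Housekeeping and receptor families were bivalent less often than other genes. These were 3 of 83 ribosomal protein genes (adjusted exact p = 9.83e-07), 4 of 67 histone genes (adjusted exact p = 2.01e-04), 17 of 1106 olfactory receptors (adjusted exact p = 7.35e-110) and 5 of 353 vomeronasal receptors (adjusted exact p = 5.03e-35). Lists that did not pass were endoderm regulators with 8 of 27 (adjusted exact p = 0.569), trophoblast genes with 8 of 18 (0.0797), pluripotency genes with 5 of 26 (0.652) and 2-cell-like genes with 2 of 26 (0.0613). Fibroblast genes with 8 of 20 (0.153), PRC2 and PRC1 subunits with 11 of 33 (0.275) and Zfp genes with 85 of 367 (0.572) also did not pass.

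All 26 pluripotency genes had H3K27ac. The peak at Dppa5a was 12 kb wide, and Tdgf1, a Nodal co-receptor gene, ranked 224 of the list. The broadest of their H3K4me3 peaks named here were 12.5 kb at Zfp42 and 11.9 kb at Sox2, a core pluripotency factor gene. H3K9me3 lay at 140 of 367 Zfp genes, with Zfp992 and Zfp981 in a region of 77.4 kb, and at 15 of 28 imprinted genes. The 2-cell-like genes Tdpoz3 and Tdpoz4 shared a region of 68.0 kb.

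Of 21887 genes, 5392 (24.6% [24.1 to 25.2]) were bivalent in the original lists. A further 10893 (49.8%) had H3K4me3 without bivalency, 1537 (7.02%) had H3K27me3 and no H3K4me3, and 4065 (18.6%) had neither. SUZ12 lay at 53.3% of bivalent genes, 14.8% of genes with H3K4me3 that were not bivalent and 0.911% of genes with H3K27me3 and no H3K4me3. Genes with SUZ12 were bivalent in 2876 of 4507 cases (63.8% [62.4 to 65.2]) and other genes in 2516 of 17380 (14.5% [14.0 to 15.0]), an odds ratio of 10.4 by Fisher's exact test. Of the 630 strongest WT SUZ12 peaks, 44.8% lay outside the original H3K27me3 list and 15.7% outside both H3K27me3 lists, and whether genes absent from a list lack the mark was not tested. With the rescue lists 8541 genes were bivalent (odds ratio with SUZ12 10.7), Hox genes fell outside the threshold with 21 of 39 (adjusted exact p = 0.0950), and imprinted genes did so with 16 of 28 (0.0791), while trophoblast (0.00974) and 2-cell-like genes (1.69e-04) passed it.

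**Figure D5:**
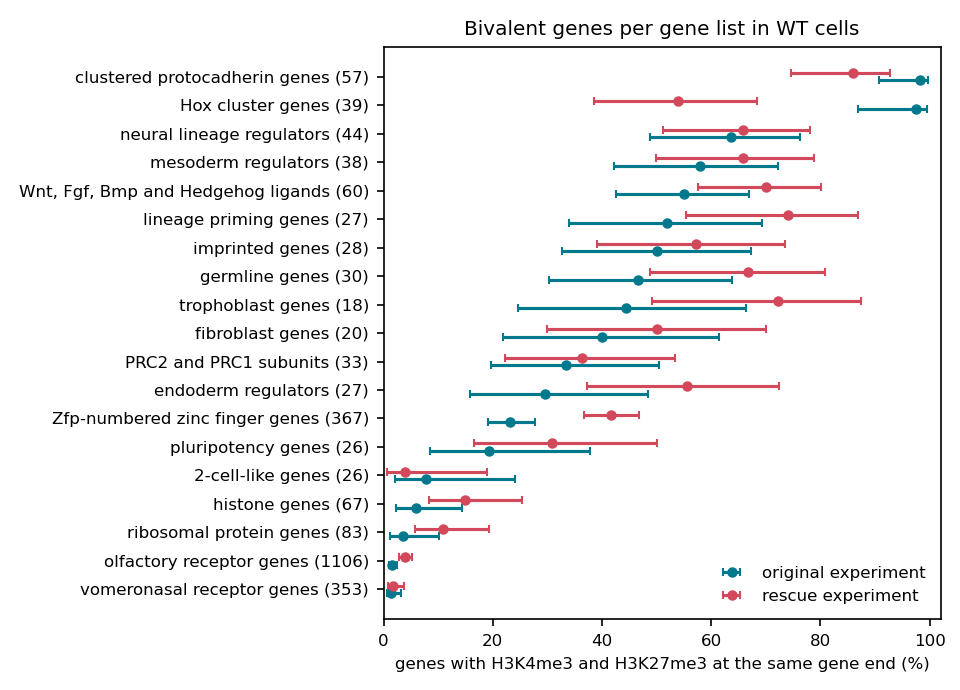
Points give the share (%) of the genes of each list that were bivalent in the original and in the rescue WT lists, with whiskers for 95% Wilson intervals. Hox genes had 38 of 39 bivalent genes in the original lists and 21 of 39 in the rescue lists.

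The same WT clone was profiled in both experiments, which gives the only measure of error between lists of a mark. The HoxD cluster, in an H3K27me3 region of 164 kb in the original list, had no region in the rescue list. H3K4me3 lists overlapped most, with 95.5% of original peaks in the rescue list (shifted 8.83%) and 76.5% of rescue peaks in the original list (shifted 7.59%). For H3K9me3 the shares were 90.9% (shifted 33.8%) and 34.1% (shifted 13.7%). For H3K27me3 they were 68.6% (shifted 49.7%) and 36.8% (shifted 29.5%), with permutation p = 0.001 in each case, the smallest possible. By covered bases, 67.1% of original H3K27me3 lay in the rescue list and 26.2% of the rescue list in the original one, against 95% and 79.2% for H3K4me3 and 85.1% and 36.6% for H3K9me3.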

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

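Gene bodies as windows and circular shifts without empty bins were the alternatives chosen after the data were seen. No paired analysis was possible because each list combines all replicates of a clone, and for the same reason no replicate could be left out. Not run, for want of a genome or of strand, were any annotated start site of a gene, H3K9me3 in soft-masked sequence and the CpG content of SUZ12 sites. Of the values computed under alternatives, 182 kept their direction and their side of the threshold or stayed within the main value's margin, 25 values without a test moved, 13 lost their call, 8 gained one and 7 reversed. Retention of SUZ12 by WT strength, H3K27ac at mutant-shared sites, H3K4me3 at WT-only sites and the tests of SUZ12 gene lists kept theirs under every alternative tried. For all changes below the cause was not tested, except where fewer peaks or fewer clones make a count differ by construction. Unknown depth limits every count of peaks, since a deeper list can hold more weak peaks.

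SUZ12 peaks with fold enrichment at or above the WT median numbered 3153 in WT, 3539 in clone 439 and 3385 in clone 442. WT-only sites numbered 587 with reciprocal overlap, 135 with merging within 1000 bp, 422 against clone 439 alone and 387 against clone 442 alone. Mutant-shared sites numbered 238 with equal numbers of peaks, and sites in the mutant and not WT numbered 1753 for clone 439 alone and 2002 for clone 442 alone. With equal numbers of peaks, 194 genes were mutant-shared and 130 WT-only.

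Odds ratios of WT marks at SUZ12 sites changed as follows. For H3K27me3 at mutant-shared sites the value was 0.958 with reciprocal overlap, 1.02 with equal numbers of peaks and 1.00 with the rescue lists (both reversed), and 0.915 within groups of site width. At WT-only sites it was 1.04 with reciprocal overlap (reversed), 0.874 with equal numbers, 0.740 with the rescue lists and 0.822 within groups of width. For H3K4me3 at mutant-shared sites it was 0.543 with equal numbers, and it reversed to 1.04 with merging and 1.05 within groups of width. For H3K27ac at WT-only sites it was 0.948 with equal numbers and 0.822 with merging. For H3K9me3 at mutant-shared sites it passed the threshold with merging (0.544) and with the rescue lists (0.675). At WT-only sites its call was lost with reciprocal overlap (1.82), equal numbers (1.57) and the rescue lists (1.22).

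In WT, the ratio for H3K27me3 with H3K4me3 reversed to 0.693 with the rescue lists, and that for H3K27ac with SUZ12 to 0.716 in the stronger 50% of each list. Bivalent genes numbered 8541 with the rescue lists. The odds ratio of bivalency in trophoblast genes passed the threshold with 1000 bp (3.22), the rescue lists (3.84) and gene bodies (3.74), and that in 2-cell-like genes with 5000 bp (0.236), the rescue lists (0.0918) and gene bodies (0.198). With the rescue lists the calls for Hox genes (1.82) and imprinted genes (2.06) were lost.

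Agreement of the experiments moved beyond counting error under both alternatives, given first with 50% of the peak covered and then for the stronger 50% of each list. Original peaks found in the rescue list made up 66.5% and 66.8% for H3K27me3, 94.4% and 96.5% for H3K4me3, and 88.7% and 93.0% for H3K9me3. Rescue peaks found in the original list made up 19.8% and 39.5% for H3K27me3, 70.8% and 80.8% for H3K4me3, and 27.1% and 35.2% for H3K9me3.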

Other observations

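The tests of weak sites and of site width for H3K27ac, and the counts with equal numbers of peaks, were planned, and the other tests in this part, together with the use of those counts to weigh list length, were chosen after the results were seen.

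A few strong SUZ12 sites were missing from a single list. Whether SUZ12 itself was absent there was not tested, because the filtered lists hold no signal outside peaks. Sites in the strongest group of both mutant lists and absent from WT numbered 6. They lay at Nrp2 (7.23 kb), Hoxd3 and Hoxd4 (20.4 kb), Pax7 (22.2 kb), Cbx2 and Cbx8 (27.2 kb), Nrn1 (16.0 kb) and Sim2, a midline transcription factor gene (7.32 kb). Of these, 5 lay in a WT H3K27me3 list. One such site was missing from clone 439, at the X-linked corepressor gene Bcor (18.4 kb), and 0 were missing from clone 442. For mutant-shared sites, WT-only sites and sites of a single mutant clone, no chromosome held an excess or a shortage that passed the threshold. The lowest p was for mutant-shared sites on chromosome 13, which were 23 of 357 sites (6.44%) against 10.9% elsewhere (adjusted p = 0.529, Fisher's exact test).

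WT H3K9me3 regions held H3K27ac peaks in 6492 of 40376 cases (16.1%). The share was 10.8% in the weakest group of regions, then 13.4% and 17.4%, and 22.8% in the strongest group, while median region width went from 1451 to 7091 bp. H3K27ac peaks without H3K4me3 lay in H3K9me3 in 14.4% of cases, and those with H3K4me3 in 6.25%.

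More SUZ12 sites were in both mutant lists and not WT (944) than were missing from clone 439 or clone 442 alone (209 and 174). Lists of different lengths are a possible explanation of this excess. With equal numbers of peaks the count was 238, beside 231 sites missing from clone 442, and the ratio of the first count to the larger of the others went from 4.52 to 1.03. This drop cannot tell list length from a gain of weak sites, because it is the weakest peaks that are left out. Of clone 439 peaks in clone 442 and not WT, 623 and 386 lay in the weaker strength groups, and 20 and 9 in the stronger. An effect of the genotype cannot be told apart from a difference between single clones, because 1 of 3 lists is WT and the smallest share of ways to single out a list is 0.333.

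WT H3K27ac lay at a larger share of mutant-shared than of common SUZ12 sites. That weak WT sites carry H3K27ac more often stays open, because the share among common sites went from 19.4% in the strongest group through 19.9% and 29.8% to 36.5% [34.0 to 39.2] in the weakest; this lies below 43.6% [40.5 to 46.8], but mutant-shared sites have no WT peak and so cannot be matched for WT strength. Width as the whole cause is argued against by an odds ratio of 2.23 over 5 groups of site width (Mantel-Haenszel chi-square p = 1.67e-23). Strength in the mutant lists as the whole cause is argued against by one of 1.5 over 10 groups of mutant rank (chi-square p = 1.06e-05). The same test gave 0.888 for sites missing from clone 439 and 0.70 for sites missing from clone 442. With equal numbers of peaks it gave 1.76 for sites missing from WT (adjusted chi-square p = 4.24e-04) and 0.925 for clone 439. For clone 442 it then gave 0.556 (adjusted chi-square p = 0.00136), so a mutant clone also passed the threshold, in the opposite direction. A candidate explanation that stays open is that SUZ12 extends in MCM2-2A cells to sites that are acetylated in WT cells. It was not tested, and it cannot be told apart from a property of WT clone 410 or of its list, since the smallest share of ways to single out a list is 0.333. Deciding between them would need SUZ12 lists of other WT clones, and 410 was the only WT clone in the lists used here.

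The original H3K27me3 list left out many strong SUZ12 sites, such as those at Gata6, which lay in neither H3K27me3 list. Of the 630 strongest WT SUZ12 peaks 44.8% lay outside the list, beside 43.4% of the weakest 629, and low H3K27me3 at these sites stays open because no value here measures it apart from the lists. Region calling or filtering by the authors is a possible explanation: of the 282 strong peaks outside, 183 (64.9% [59.2 to 70.2]) lay in the rescue list, against 51.0% shifted (permutation p = 0.001, the smallest possible). Of all WT SUZ12 peaks, however, only 21.5% lay outside the rescue list, so a share above the shifted one is not particular to these peaks. The strongest of 10 groups also had the highest share outside the rescue list (29.8%, others 16.0 to 24.1%). Outside both lists lay 15.7% of this group, against 11.2% of all peaks, and these differences were not tested. The rescue list was called by the authors as well, so these shares cannot tell region calling from low H3K27me3. No biological explanation was tested.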
